A study of Mus musculus with 5 samples. Its data were reported in "Hemorrhage-activated NRF2 in tumor-associated macrophages drives cancer growth, invasion, and immunotherapy resistance" (2024).

How the data were processed

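Bone marrow–derived macrophages (BMDMs) grown from mouse marrow with M-CSF were pretreated, mixed in equal numbers with GFP-expressing MC38 cells (a mouse colon adenocarcinoma line) and cultured as spheroids in microwell plates for 24 hours. The pretreatments were heme-albumin (300 µM, from day 3), heme-albumin followed on day 6 by IFN-γ (10 ng/ml, 24 hours) or LPS (10 ng/ml, 24 hours), and IFN-γ or LPS without heme. Macrophages were harvested on day 7. Each group had 1 sample, 5 in all. An untreated sample was not analysed here. The 5 samples were labeled with multiplexing tags and processed in 1 droplet run with 3-prime chemistry from 10x Genomics, so no capture batch separated them, while each group came from its own culture.

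For each sample the authors deposited a table of unique molecular identifier (UMI) counts per gene and cell barcode, with 25827 genes and 12 tag features. The counts were whole numbers and had not been normalized. The submitters' processing notes named Cell Ranger 6.1.2 and the mouse genome build GRCm39. The reference used for reading gene names here was of another build, so gene symbols and identifiers were taken from the deposited tables and no coordinates were given. The detailed methods the study gave for single-cell analysis were not among the sources used here. No barcode occurred in more than 1 sample. The most abundant tag took 88.3% to 91.7% of the tag counts summed over the barcodes of each sample. Of the gene symbols, 46 occurred more than once and their identifiers were kept apart.

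Barcodes were kept with at least 1000 UMIs, at least 500 genes and at most 10% mitochondrial UMIs, which left 5752 of 6072 cells. Counts of all samples were normalized to 10000 UMIs per cell, log-transformed and reduced to 2000 highly variable genes and 30 principal components, and cells were clustered by the Leiden method (15 neighbors, resolution 0.5). Clusters were named from marker lists fixed before the data were examined. The summed CPM of its own markers had to reach 50% of the highest cluster, with at least 3 of them at 10 CPM or more. In macrophage-like clusters the tumor marker sum could reach 10% of its highest value, and in tumor-like clusters the macrophage marker sum could reach 5%. These thresholds were set after the clusters had been seen, and were tightened from a draft with 25% and 10%, which gave the same share of every class. Clusters 1 and 2 were macrophage-like, clusters 0, 3 and 4 tumor-like, and cluster 5 stayed unnamed. The tumor name rested on Cald1, Tpm2 and Cav1 (1530, 94.1 and 163 CPM in tumor-like cells), since Krt8, Epcam and the other keratins and claudins of the list were near or at 0. Scrublet (expected doublet share 6%) called 148 cells (2.57%) doublets, 139 of them in cluster 5, of whose 233 cells they were 59.7%. The calls were left in, and leaving them out was an alternative.

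Counts were summed over the cells of a class in each sample divided by the class total and given on the usual CPM scale. With 1 sample per group there was no test, no p-value and no spread between replicates. Levels carry exact Poisson 95% intervals, shares exact binomial (Clopper-Pearson) 95% intervals and ratios exact conditional 95% intervals, and all of these cover counting error only. Genes with at least 50 UMIs over the 2 samples of a comparison were measured, and a gene was counted as higher or lower from a 2-fold difference. A count of 0 was given an upper limit of 3 counts. Tested on counts drawn from the Poisson model that the intervals assume, the calculation found all genes set to a 4-fold difference. Of genes set to exactly 2-fold it found 50% in the macrophages of heme + IFN-γ against IFN-γ (9021 genes), 57% of heme + LPS against LPS (8832 genes) and 44.4% of IFN-γ against LPS (9097 genes). In tumor cells the values were 46.5% (11422 genes) and 63% (11460 genes) for the heme comparisons. Genes set to exactly 2-fold lie at the cutoff, so these shares do not measure depth. Between 95.4% and 96.0% of the intervals held the true ratio. The simulation held no spread between cells or cultures, so it checks the calculation and not the error in these data.

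The comparisons, the gene lists and the rule for naming genes were chosen before the data were examined. For macrophages with and without heme the rule took the 10 genes higher and the 10 lower in both stimuli with the largest smaller ratio. For the other comparisons it took the 10 genes on each side with the largest ratio whose interval lay beyond 2-fold. It added members of the lists, preferably those with the largest ratios, and 13 genes named for this experiment or for IFN-γ. Some genes that the rule named are not reported here. The lists were NRF2 targets, heme and iron handling, MHC class II and class I antigen presentation, IFN-γ response, type I interferon response, LPS and NF-κB response, tumor-associated macrophage (TAM) markers, matrix remodeling, complement, glycolysis, hypoxia, lipid handling, cholesterol synthesis, lysosome, proliferation, epithelial-mesenchymal transition (EMT), unfolded protein and integrated stress response, p53 and apoptosis, dissociation and heat-shock stress, metallothionein and metal response, and the 11 genes the study named. For each list the median log2 ratio was set among 10000 random lists of the same size matched on mean expression in 20 bins. Its percentile is a description of these libraries, called high above 97.5 and low below 2.5. Medians relative to the median of all measured genes were added once a shift of that median had been seen.

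Principal components of macrophages were computed over 2000 highly variable genes without scaling. Shares of cells with a UMI of a gene were taken after thinning every cell to 5000 UMIs and leaving out shallower cells. Alternatives chosen at the same stage were TMM and DESeq2 scaling, 200 UMIs or no minimum per gene, means of per-cell CPM, calling macrophages by at least 1 UMI of Ptprc, the gene the study used to identify them, leaving out Scrublet calls, no cell filter or a stricter one (2500 UMIs, 1000 genes, 5% mitochondrial UMIs), Leiden resolution 1, 1000 or 4000 variable genes, equal numbers of cells, unit variance, and thinning to 2500 UMIs or none. Subtracting background RNA, leaving out the cell with most UMIs of a gene in each sample (or in 1 of them), and the draft thresholds were added after seeing the data. Where applied, the subtraction took the whole level of a gene in tumor cells as background. If tumor cells express the gene themselves, the subtracted ratios are too large. Near-identical copies such as Bcl2a1a and Bcl2a1d, H2-Q6 and H2-Q7, Ifit3 and Ifit3b, Oas1a and Oas1g, and Gsta3 within its family can share reads, and their separate values are uncertain. The software was Python 3.11.15 with Scanpy 1.11.5, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, leidenalg 0.10.2, scikit-learn 1.9.0 and Matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.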

Results

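The study mixed pretreated BMDMs with MC38 tumor cells and profiled the spheroids by single-cell RNA-Seq to ask whether heme-exposed macrophages keep a tumor-associated phenotype when IFN-γ or LPS, the classical inflammatory stimuli, are added. The 5 groups were heme, heme + IFN-γ, heme + LPS, IFN-γ and LPS, with 1 sample each, so no difference below has a replicate check. The samples held 1679, 1137, 940, 1202 and 1114 barcodes, of which 1607, 1086, 889, 1123 and 1047 cells were kept. Over all barcodes, before filtering, their deposited UMI counts totaled 50449734, 34065443, 33589990, 23144453 and 24338780. Macrophage-like cells numbered 593, 446, 253, 727 and 624 and held 7129534, 5560234, 4894068, 6051082 and 4934930 UMIs. Tumor-like cells numbered 954, 617, 622, 328 and 355 and held 40666548, 27416055, 27742783, 14557116 and 16745853 UMIs. Median depth per macrophage was 11984, 12274.5, 19326, 8120 and 7607.5 UMIs in this order of groups, and per tumor cell between 39731.5 and 44115.

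Macrophage-like cells made up a lower share of spheroids that contained heme-pretreated macrophages. The share was 36.9% (95% interval 34.5 to 39.3) with heme, 41.1% (38.1 to 44.1) with heme + IFN-γ and 28.5% (25.5 to 31.5) with heme + LPS, against 64.7% (61.9 to 67.5) with IFN-γ and 59.6% (56.6 to 62.6) with LPS. Tumor-like cells took 59.4%, 56.8%, 70.0%, 29.2% and 33.9%. The unnamed cluster 5, in which more than 1 cell type's markers met, took 3.73%, 2.12%, 1.57%, 6.06% and 6.49%. The same order of groups held when macrophages were called by a UMI of Ptprc (CD45), at 43.0%, 44.4%, 35.2%, 66.6% and 62.4%. The shares depend on how many cells of each type were mixed, recovered and passed the depth filter, which were not measured here.

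**Figure D1:**
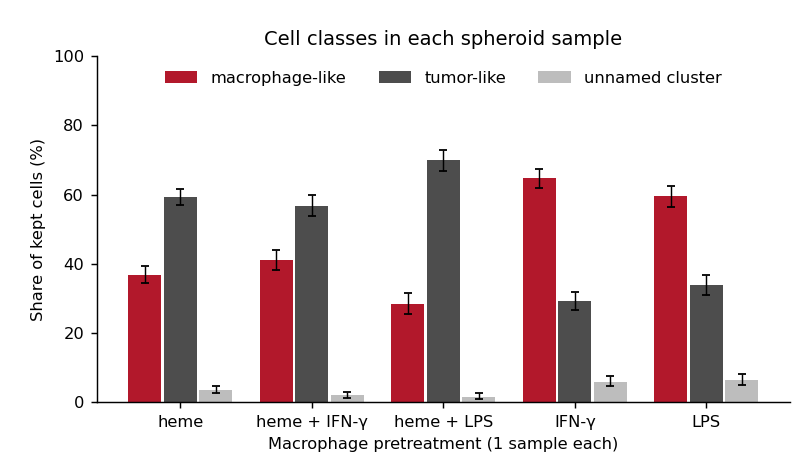
Percent of kept cells (y axis) that were macrophage-like, tumor-like or in the unnamed cluster in each of the 5 samples, with exact binomial 95% intervals that cover counting error only. Macrophage-like cells lie between 28.5% and 41.1% in the 3 samples with heme and at 64.7% and 59.6% in the samples without.

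Macrophages pretreated with heme had higher levels of Hmox1, Arg1, Marco, Spp1, Mmp8, Mmp12 and Gstm1 than macrophages with the same stimulus and no heme. Hmox1 (ENSMUSG00000005413), which encodes the heme-degrading enzyme heme oxygenase 1, was at 4113 CPM with heme + IFN-γ and 1398 CPM with IFN-γ, 2.94-fold higher (log2 1.56, 1.52 to 1.59), and at 6214 CPM with heme + LPS and 1480 CPM with LPS (2.07, 2.03 to 2.11). Arg1 (ENSMUSG00000019987), the arginine-degrading enzyme used as a TAM marker, was 15.2-fold higher under IFN-γ (754 against 49.7 CPM, log2 3.92, 3.75 to 4.10) and 11.2-fold higher under LPS (360 against 32.2 CPM, 3.48, 3.25 to 3.72). The scavenger receptor gene Marco (ENSMUSG00000026390) had log2 ratios of 3.27 (3.20 to 3.34) and 3.69 (3.59 to 3.79), and the secreted TAM marker Spp1 (ENSMUSG00000029304) 3.40 (3.28 to 3.53) and 3.92 (3.80 to 4.04), with 1.88 and 2.21 when macrophages were called by a Ptprc UMI. The matrix protease genes Mmp8 (ENSMUSG00000005800) and Mmp12 (ENSMUSG00000049723) reached 4.39 (4.09 to 4.71) and 5.27 (4.83 to 5.75) under IFN-γ, and 5.50 (5.18 to 5.85) and 5.64 (5.21 to 6.11) under LPS. Gstm1 (ENSMUSG00000058135), a glutathione transferase and NRF2 target, had 208 against 28.6 CPM under IFN-γ (2.86, or 4.96 after subtracting the 22.6 CPM it had in tumor cells) and 554 against 71.7 CPM under LPS (2.95, 2.79 to 3.11, or 3.44 after subtraction). Whether the level in tumor cells was background or their own expression was not tested.

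Complement C1qa and MHC class II genes were lower with heme, the latter mainly where IFN-γ had been given. C1qa (ENSMUSG00000036887) was at 121 against 883 CPM under IFN-γ (log2 −2.86, −2.98 to −2.75) and at 112 against 782 CPM under LPS (−2.80, −2.93 to −2.67). The antigen-presenting chains H2-Ab1 (ENSMUSG00000073421) and H2-Aa (ENSMUSG00000036594) and the invariant chain Cd74 (ENSMUSG00000024610) had −2.54 (−2.69 to −2.39), −2.98 (−3.23 to −2.73) and −2.24 (−2.33 to −2.16) under IFN-γ. Under LPS, Cd74 had −1.23 (−1.47 to −0.99) and H2-Aa −2.21 (−3.12 to −1.39), while H2-Ab1 stood at 29.8 against 36.1 CPM, with −0.27 (−0.60 to 0.05) and 0.09 after TMM scaling. That scaling raised each ratio under LPS by 0.36, which took Cd74 short of 2-fold. These 11 genes were named by the study from these samples, and their direction here is not independent evidence. Of the IFN-γ-induced chemokines, Cxcl9 (ENSMUSG00000029417) was at 13.3 against 24.6 CPM under IFN-γ (−0.89, −1.31 to −0.48) and was not detected with heme + LPS, at least 18.8-fold below LPS (11.6 CPM). Cxcl10 (ENSMUSG00000034855) had −0.04 (−0.19 to 0.11) and 0.59 (0.38 to 0.79). It was more abundant in tumor cells, at 203 to 374 CPM, and calling macrophages by Ptprc gave 1.09 and −0.05.

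**Figure D2:**
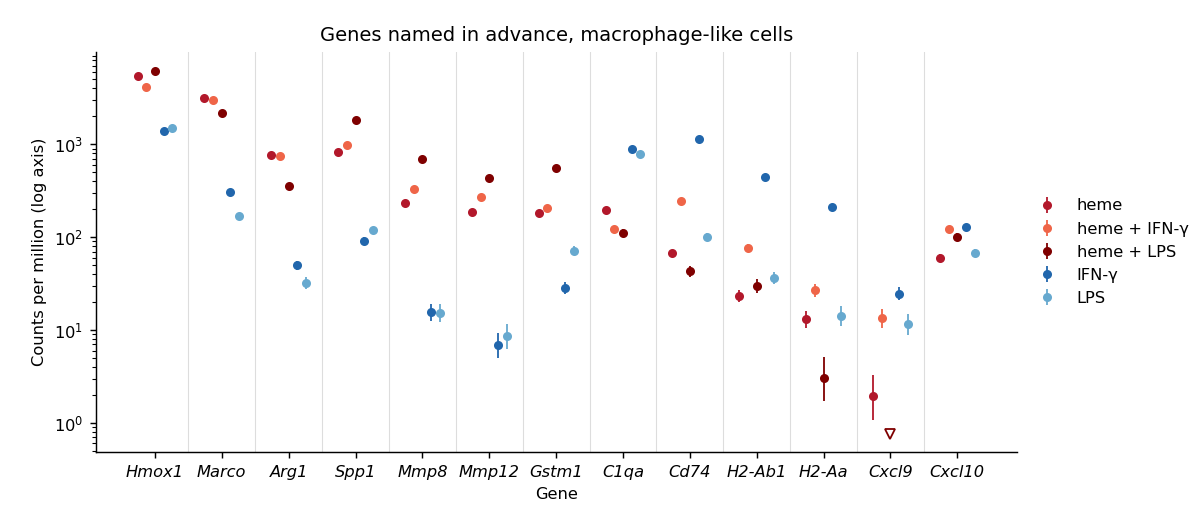
Macrophage level (CPM, log y axis) of the 13 named genes in the 5 samples, as points with exact Poisson 95% intervals, and an open triangle at the upper limit where no UMI was counted. Hmox1 lies between 4113 and 6214 CPM in the samples with heme and at 1398 and 1480 CPM without.

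Among the other genes named by size, Mgst2, a microsomal glutathione transferase, came first by the smaller of its ratios under the stimuli (40.5 against 0.331 CPM under IFN-γ, log2 6.94, 5.07 to 9.99, from 2 UMIs with IFN-γ, and 7.86 without the top cell of each sample, and 110 against 1.22 CPM under LPS, 6.50, 5.37 to 7.96). Subtracting the 2.02 CPM it had in tumor cells gave at least 178-fold under LPS. That bound is set by the limit of 3 counts, since the 1.22 CPM with LPS lay below the level subtracted. Also higher under both stimuli were Eef1a2, Gsta3, Ly6c2, Clec4n, Cxcl5 and Dach1. Clec4n, the fungal-pattern receptor dectin-2, had 4.73 and 4.64, and Ly6c2, a monocyte marker, 418 against 8.59 CPM under IFN-γ and 126 against 4.26 CPM under LPS. Lower in both were Fgl2 (29.1 against 419 CPM, −3.85, and 8.58 against 192 CPM, −4.48), Fcrls, the metalloprotease inhibitor gene Timp1 (−3.64 and −3.49), Adgrg6, Bcl2a1a, Bcl2a1d, Sla, Igsf9 and Tmem176b. S100a8, a neutrophil marker, moved with heme as well, at 3766, 3676 and 2428 CPM in the heme groups against 223 and 74.4 CPM, while Ly6g had 0 UMIs in macrophages and the granulocyte receptor gene Csf3r had 80.2, 65.6, 29.0, 64.1 and 45.8 CPM. Macrophages with heme came almost entirely from cluster 2 (590, 443 and 251 cells) and those without from cluster 1 (718 and 621 cells).

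Of 9024 measured genes, 453 were at least 2-fold higher and 984 lower with heme + IFN-γ than with IFN-γ, and of 8843 genes 435 were higher and 968 lower with heme + LPS than with LPS. The direction of that balance rested on the scaling. The median gene had log2 ratios of −0.39 and −0.37, and TMM scaling raised each ratio by 0.37 and 0.36, which gave 757 higher and 325 lower genes under IFN-γ and 748 and 342 under LPS (775 and 313, and 764 and 326, with DESeq2 factors). The share of higher genes among them went from 31.5% to 70.0% and from 31.0% to 68.6%. For this reason the medians of gene lists below are given relative to the median gene. Calling macrophages by Ptprc gave 287 higher and 369 lower genes under IFN-γ and 318 and 342 under LPS.

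Oxidative stress, interferon and matrix genes stood above the median gene in heme-pretreated macrophages. The NRF2 targets had 8 of 26 members higher and none lower under IFN-γ (relative median 1.01) and 12 higher and 1 lower of 26 under LPS (1.27), led by Gsta3, Gstm1, the thioredoxin-dependent peroxidase Prdx1 (1.99 and 2.26) and, under LPS, Nqo1 (3.34) and the cystine transporter Slc7a11 (3.03). Type I interferon genes, among them the antiviral Ifit3 (1.49 and 1.84) and Rsad2 (1.31 and 1.72), had 7 of 22 and 6 of 22 higher and none lower, with relative medians of 1.19 and 1.07. Matrix remodeling had 7 higher and 1 lower of 18 (1.11) and 9 and 1 (1.29), and heme and iron handling 4 higher and 3 lower of 23 (0.70) and 3 and 1 of 21 (0.69). In that group the iron exporter Slc40a1 had 2.90 and 2.48, and the transferrin receptor Tfrc −1.78 under IFN-γ. TAM markers had 6 higher and 4 lower of 15 (0.80) and 7 and 4 (0.77), with Trem2 at 3.01 under IFN-γ and Apoe at −2.56 under LPS. The list of IFN-γ-responsive genes had 3 higher and 1 lower of 24 (0.59) and 5 and 5 (0.70), in which the uridine phosphorylase Upp1 had 1.92 and 3.20 and the chemokine Ccl5 −1.16 and −2.97. Each of these medians lay above the central 95% of random lists. Some lists hold genes that the study named from these samples, so their medians are not fully independent of it. These are Gstm1 (NRF2 targets), Hmox1 (heme and iron), Arg1, Spp1 and Marco (TAM markers), and Mmp8 and Mmp12 (matrix). Below, the MHC class II list holds H2-Aa, H2-Ab1 and Cd74, and the complement list C1qa. Calling macrophages by Ptprc lowered the relative medians, under IFN-γ to 0.39 for NRF2 targets, 0.84 for type I interferon, 0.51 for matrix, 0.25 for heme and iron, 0.29 for TAM markers and 0.16 for the IFN-γ response, and under LPS to 0.68, 0.80 and 0.81 for the former 3 and 0.17 for the last.

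The list of MHC class II antigen presentation went both ways under IFN-γ. Its chains H2-Aa, H2-Ab1 and H2-Eb1 and the invariant chain Cd74 were lower, while 3 accessory members (the costimulatory ligand Cd86, the thiol reductase Ifi30 and the protease Ctss) of its 11 were higher, so that the relative median was 0.92 and the mean log2 ratio −0.47. With a minimum of 200 UMIs the relative median was −1.17. Under LPS, 2 of 10 were lower and none higher (relative median 0.16, inside the range of random lists). Glycolysis had none of 18 beyond 2-fold under IFN-γ (0.51) and 6 higher under LPS (1.19), including Eno1, Pgk1 and Gapdh (1.33, 1.32 and 1.11). Hypoxia genes had 1 higher and 1 lower of 12 (0.53) and 3 and 1 of 11 (1.02), with Ndrg1 lower in both (−2.76 and −2.34). Lipid handling had 5 higher and 2 lower of 16 (0.67) and 2 and 3 (0.75), with the fatty acid carrier Fabp4 at 3.14 and 1.96 and its regulator Pparg at −2.35 and −2.37. The LPS and NF-κB response had 8 higher and 6 lower of 31 (0.69) and 6 and 7 (0.31, inside), with the neutrophil chemokine Cxcl3 at 3.06 and 5.14 and Il1b at −1.41 under LPS. MHC class I had none of 16 beyond 2-fold (0.45, percentile 97.8) and 4 lower (0.08, inside), lysosome 2 higher of 21 (0.62) and 1 (0.42, inside), and cholesterol synthesis none of 11 (−0.07, inside) and 1 higher (0.74, high).

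The p53 and apoptosis list had a lower median with heme under both stimuli, with 5 of 11 members lower and none higher under IFN-γ (relative median −0.51, while the median itself went from −0.90 to −0.30 with the Ptprc rule) and 6 lower and 1 higher of 12 under LPS (−0.58). Its members included the cell cycle inhibitor Cdkn1a (−1.94 and −2.14) and Phlda3 (−1.54 and −2.47). Dissociation and heat-shock genes had 2 of 13 lower (−0.13, inside) and 6 of 13 lower (−0.60, below every random list), led by Fosb and Egr1 (−3.08 and −2.13 under LPS). The remaining lists had relative medians inside the range of random lists. They were complement (3 of 8 lower under each stimulus, the C1q chains, 0.14 and −0.19), proliferation (1 of 22 and 2 of 21 lower, −0.05 and −0.04), EMT (4 higher and 2 lower of 15, −0.10, and 2 higher of 16, 0.10), unfolded protein and stress response (6 of 22 lower, −0.15, and 2 higher and 7 lower, −0.04) and metallothionein (1 of 4 lower, −0.21, and none, 0.03). The 11 genes the study named had 7 higher and 4 lower (3.25) and 7 and 3 (3.32), with medians of 1.97 and 2.36 by the Ptprc rule.

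**Figure D3:**
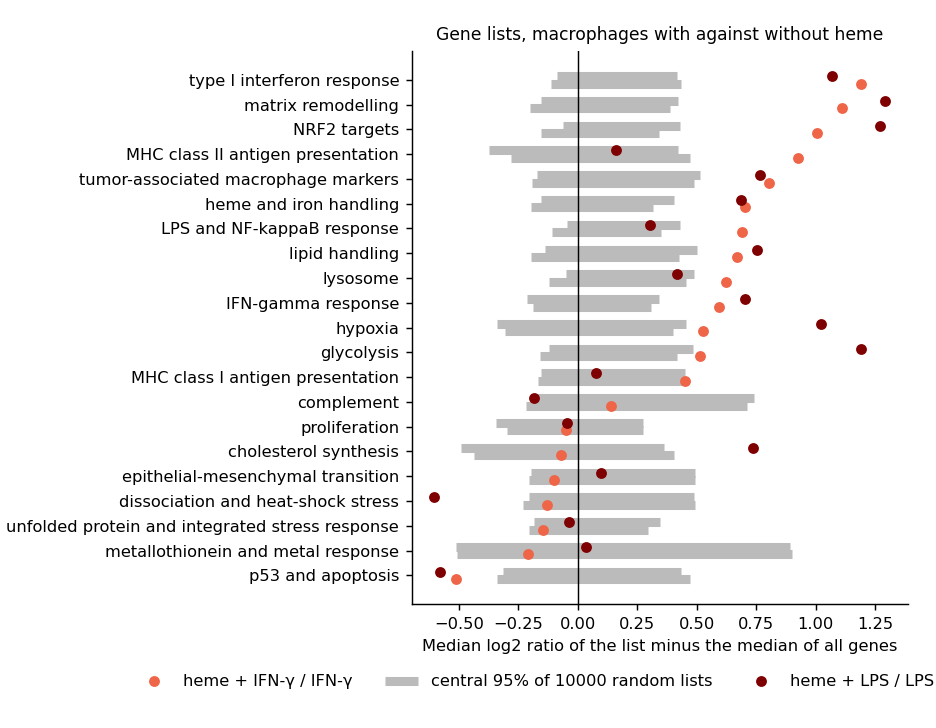
Median log2 ratio of each gene list relative to the median of all measured genes (x axis), in macrophages of heme + IFN-γ against IFN-γ and of heme + LPS against LPS, as points. Gray bars span the central 95% of 10000 random lists of matched expression, and NRF2 targets lie at 1.01 and 1.27 while p53 and apoptosis lies at −0.51 and −0.58.

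The heme differences under the separate stimuli went together across genes in macrophages. Over 8700 genes, which are not independent replicates, the log2 ratios under IFN-γ and under LPS had a Pearson r of 0.782 and a Spearman rho of 0.686, and 270 genes were 2-fold higher in both, 421 lower in both and 1 opposite. These pairs share no sample. In the principal component analysis, PC1 held 14.2% of the variance and PC2 3.61%. The median PC1 of macrophages was 4.79 with heme, 6.02 with heme + IFN-γ and 7.24 with heme + LPS, against −6.57 with IFN-γ and −4.00 with LPS. On the heme side of the midpoint (0.26) lay 89.0% (86.2 to 91.4), 91.5%, 98.8%, 3.44% and 12.3% of cells. The highest loadings on the heme side belonged to Pf4 (0.226), S100a8, Lyz2, Ctsl, Lgals3 and Prdx1. On the other side they belonged to Ccl5, Pitpnc1, C1qc, C1qa and Ndrg1. Hmox1, Marco, Spp1 and Arg1 ranked 9, 11, 12 and 13 on the heme side, with 0.112 for Arg1. The study reported the highest PC1 loading for Arg1, and the detailed settings of its analysis were not seen here. Within samples the correlation of PC1 with log depth did not exceed 0.0921 in size.

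**Figure D4:**
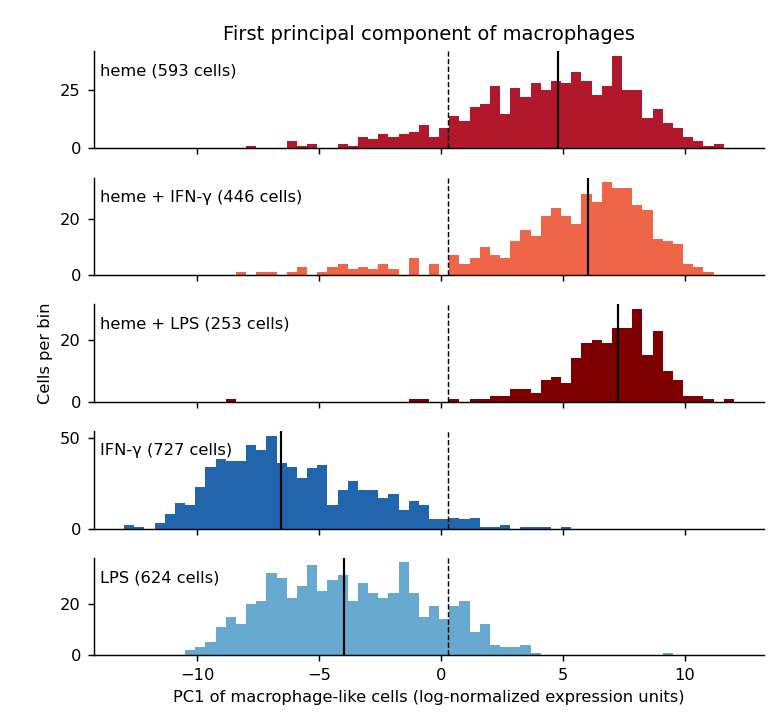
Number of macrophages per bin (y axis) along PC1 (x axis, log-normalized expression units) in each of the 5 samples, with the sample median as a solid line and the midpoint between heme and no-heme medians as a dashed line. Medians are 4.79, 6.02 and 7.24 in the samples with heme and −6.57 and −4.00 in those without.

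The share of macrophages with a UMI showed how widely these genes were detected. At 5000 UMIs per cell, Arg1 was seen in 63.3% (59.2 to 67.2), 64.1%, 49.6%, 9.49% and 6.43% of macrophages in the order heme, heme + IFN-γ, heme + LPS, IFN-γ and LPS, and in at most 1.47% of tumor cells. Mmp8 was seen in 41.8%, 50.8%, 76.6%, 5.47% and 6.43% (tumor cells at most 0.814%), Mmp12 in 29.2%, 42.1%, 54.4%, 3.05% and 2.84%, and Marco in 68.2%, 62.3%, 62.7%, 28.3% and 26.8% (tumor cells 9.85% to 12.9%). Hmox1 was near saturation in macrophages, from 93.4% to 99.7%, with 35.1% to 43.4% in tumor cells, and Gstm1 was seen in 46.2%, 44.8%, 80.2%, 12.9% and 22.5%, of which the share with IFN-γ was at the tumor cell level. Spp1 was seen in 70.3%, 67.8%, 82.9%, 27.5% and 34.0% of macrophages and in 70.6% to 80.3% of tumor cells, which carried 516 to 752 CPM of their own. Cd74 was seen in 11.5%, 38.2%, 11.1%, 93.4% and 17.4%, H2-Ab1 in 6.47%, 22.99%, 8.73%, 75.4% and 10.96%, H2-Aa in 3.15%, 8.74%, 1.98%, 51.6% and 3.78%, and C1qa in 35.0%, 29.4%, 25.4%, 83.8% and 73.7%. Cxcl9 was seen in 0.699%, 4.37%, 0%, 7.23% and 4.54%, where the interval of 0 of 252 cells reaches 1.45%, and Cxcl10 in 12.2% to 16.1% of macrophages and 41.2% to 55.2% of tumor cells. The thinning left out 21, 11, 1, 105 and 95 macrophages, and the median depth of the cells used was 12194, 12401, 19345.5, 8701.5 and 8287 UMIs, against 39804.5 to 44115 in tumor cells.

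Adding IFN-γ to heme was accompanied by higher medians of MHC class II antigen presentation and the IFN-γ response. In these lists more members stayed below 2-fold than passed it. The class II chains H2-Aa and H2-Ab1 and Cd74 stayed below their levels with IFN-γ without heme. Cd74 was at 243 CPM with heme + IFN-γ and 67.2 CPM with heme (log2 1.85, 1.70 to 2.01), H2-Ab1 at 75.9 and 23.3 CPM (1.70, 1.44 to 1.97) and Cxcl9 at 13.3 and 1.96 CPM (2.76, 1.92 to 3.70). With heme, 8 of the 14 UMIs of Cxcl9 lay in 1 cell, and without the top cell of each sample its ratio was 3.75. The nitric oxide synthase gene Nos2 had 37.0 and 10.8 CPM (1.78), the interferon-induced membrane gene Ifitm1 2.40, the GTPase gene Iigp1 1.73, and Ly6i, Cd24a, H2-Q6, H2-Q7 and AA467197 between 1.82 and 2.30 (H2-Q6 3.22 with background subtracted). MHC class II had 5 of 11 members higher and none lower (median 0.73) and the IFN-γ response 4 of 24 higher and none lower (0.34), both above every random list. With a minimum of 200 UMIs these medians were 0.38 and 0.15. NRF2 targets had a median of −0.13 (percentile 0.44) with none of 26 beyond 2-fold, and Arg1 (−0.04, −0.10 to 0.02) and Marco (−0.08, −0.10 to −0.05) differed little. Of 8894 genes, 47 were 2-fold higher and 32 lower (53 and 23 with TMM scaling). The calprotectin gene S100a9 (5.52) owed 601 of its 607 UMIs to 1 cell. It had −1.14 without that cell and 0.36 without the top cell of each sample.

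Adding LPS to heme was accompanied by a higher median of NRF2 targets and lower medians of interferon lists, in which few members passed 2-fold. Nqo1, a quinone reductase, was at 34.9 CPM with heme + LPS and 5.75 CPM with heme (log2 2.60, 2.10 to 3.13), the glutathione synthesis gene Gclc had 1.96 (1.70 to 2.22), Gstm1 1.62 (1.52 to 1.71) and Slc7a11 1.41 (1.30 to 1.53), and 9 of 26 NRF2 targets were higher and none lower (median 0.67). The protease inhibitor gene Serpinb9b was highest by ratio (29.6 against 1.68 CPM, 4.14, 3.29 to 5.12), before Layn, Stac2, Mt3, Ntng2, Tmem267, Cd28, Sort1 and Dach1. Tmem267 had 58 of 81 UMIs in 1 cell, and fell short of 2-fold without that cell (0.90, or 1.07 without the top cell of each sample). The cytokine genes Il19 (0.204 against 10.9 CPM, −5.74, −11.06 to −3.22, from 1 UMI, and −3.78 without the top cell of each sample) and Il1f6 (13.5 against 98.3 CPM, −2.87, and −3.58 without these), the acute-phase gene Saa1 (−3.03) and Ms4a4c (−2.33) were lower. Arg1 was lower (360 against 776 CPM, −1.11, −1.19 to −1.03), and Spp1 (1.13), Mmp8 (1.59) and Mmp12 (1.21) higher. Medians were below every random list for the IFN-γ response (−0.56, 2 of 21 lower), type I interferon (−0.31, 2 of 22 lower) and MHC class I (−0.54, 1 of 16 lower). Of 8882 genes, 217 were higher and 181 lower (129 and 120 with the Ptprc rule).

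Without heme, the MHC class II chains and Cd74 were higher in IFN-γ than in LPS macrophages. H2-Eb1 was at 80.0 CPM with IFN-γ and 4.66 CPM with LPS (log2 4.10, 3.50 to 4.77), H2-Aa had 3.91 (3.56 to 4.27), H2-Ab1 3.61 (3.40 to 3.84) and Cd74 3.50 (3.37 to 3.64). The IFN-γ response had 9 of 24 members higher and none lower (median 0.73), with the GTPase gene Gbp5 at 2.14, and NRF2 targets had 2 of 24 lower (−0.43). The MHC class II median was 0.20 (4 higher and 1 lower of 11) and 2.12 with a minimum of 200 UMIs. Higher with LPS were the scavenger gene Cd5l (2.15 against 36.3 CPM, −4.08, −5.01 to −3.27), the growth factor gene Igf1 (−2.61) and Gpnmb (205 against 954 CPM, −2.22, or −2.97 after subtracting the 95.3 CPM it had in tumor cells). Sprr2d (6.32, from 1 UMI with LPS) had 63 of 98 UMIs in 1 cell, with 4.84 without that cell and 3.25 without the top cell of each sample. Of 9106 genes, 112 were higher and 131 lower with IFN-γ.

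With heme, IFN-γ and LPS macrophages differed in the medians of NRF2 targets and of IFN-γ response genes. In each list more members stayed below 2-fold than passed it. NRF2 targets had 12 of 26 lower with heme + IFN-γ and none higher (median −0.92, and −0.46 with the Ptprc rule), among them Nqo1 (−2.21, −2.73 to −1.72) and Gstm1 (−1.41, −1.52 to −1.31). The IFN-γ response had 6 of 23 higher (0.79), MHC class II 4 of 11 (0.71) and MHC class I 3 of 16 (0.67), with H2-Aa at 26.98 against 3.06 CPM (3.14, 2.37 to 4.01) and Cd74 at 243 against 43.1 CPM (2.49, 2.28 to 2.71). Il19 (17.4 against 0.204 CPM, the latter from 1 UMI) and Il1f6 (3.04, or 3.77 without the top cell of each sample) were higher, and the lipase gene Lpl (97.3 against 432 CPM, −2.15, −2.29 to −2.01) and the platelet chemokine gene Ppbp (−2.50) lower. Of 8610 genes, 153 were higher and 175 lower (83 lower with the Ptprc rule). Over 8368 genes, the IFN-γ against LPS ratios with heme had a slope of 0.286 on those without (r = 0.264). Counting noise in the ratios without heme lowers such a slope, so it does not measure a shrinking of the differences. The median absolute log2 ratio was 0.197 without heme and 0.227 with heme. The slope of the ratios with heme on those without was 0.209 (−0.16 to 0.91) over 23 IFN-γ response genes and 0.532 (0.10 to 0.89) over 31 LPS and NF-κB genes, with intervals from resampling genes, which are not independent.

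In tumor cells, interferon genes were higher beside heme + IFN-γ macrophages than beside IFN-γ macrophages. The antiviral gene Ifi44 (ENSMUSG00000028037) was at 34.9 against 5.91 CPM (log2 2.56, 2.24 to 2.90), Iigp1 (ENSMUSG00000054072) at 13.1 against 1.65 CPM (2.99, 2.39 to 3.65), Ifit3 at 15.6 against 3.37 CPM (2.21, 1.78 to 2.67), and the ISG15 protease gene Usp18 at 14.8 against 3.50 CPM (2.08, 1.65 to 2.53). Of 22 type I interferon genes 17 were higher and none lower (median 1.51), and of 19 IFN-γ response genes 8 were higher and none lower (0.67), both above every random list. Ccn5 (49 against 3 UMIs), Cntn3, Ifit3b, Ifi206, Oas1g, Gm4951 and Irgm2 were also named as higher. Acsm3, Gm43123 and Ccser1 were lower, and Ccser1 fell short of 2-fold without 1 cell (−0.69, or −0.82 without the top cell of each sample). Cholesterol synthesis had a median of 0.30 and EMT of −0.10, with no member beyond 2-fold. Of 11424 genes, 87 were higher and 32 lower (97 lower when cells without a Ptprc UMI were used).

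Beside heme + LPS macrophages, tumor cells had lower medians of interferon and antigen presentation genes than beside LPS macrophages, with few members beyond 2-fold. Ccl5 was at 159 against 428 CPM (log2 −1.43, −1.49 to −1.38), the class I chain H2-K1 at 212 against 370 CPM (−0.80, −0.86 to −0.75), and Ifit3 at 2.42 against 6.33 CPM (−1.39, −1.85 to −0.94). Medians were −0.53 for MHC class I (none of 16 beyond 2-fold), −0.38 for the IFN-γ response (2 of 19 lower) and −0.32 for type I interferon (3 of 21 lower). Cholesterol synthesis had 0.58, with the sterol sensor gene Insig1 at 1.10 (0.85 to 1.36), and lysosome −0.34, matrix remodeling −0.24 and EMT −0.21 were below the random range. By size, the cytokine gene Il11 (0.144 against 2.99 CPM, −4.37, −6.30 to −2.93, and −3.05 without the cell with 30 of its 50 UMIs beside LPS), Acsm3, the matrix protease gene Mmp3 (1.48 against 5.97 CPM, −2.01), Wnt6 and the matrix gene Tnc (−1.88) were lower, and Lingo2 (2.47), Cntn3 and Zswim5 higher. Prtn3 (−2.34) had 40 of the 46 UMIs of the LPS sample in 1 cell, with 0.59 without that cell and 0.27 without the top cell of each sample. Of 11464 genes, 45 were higher and 107 lower (360 lower when cells without a Ptprc UMI were used). Across 11308 genes the heme ratios in tumor cells under IFN-γ and LPS had r = 0.279 and rho = 0.354.

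**Figure D5:**
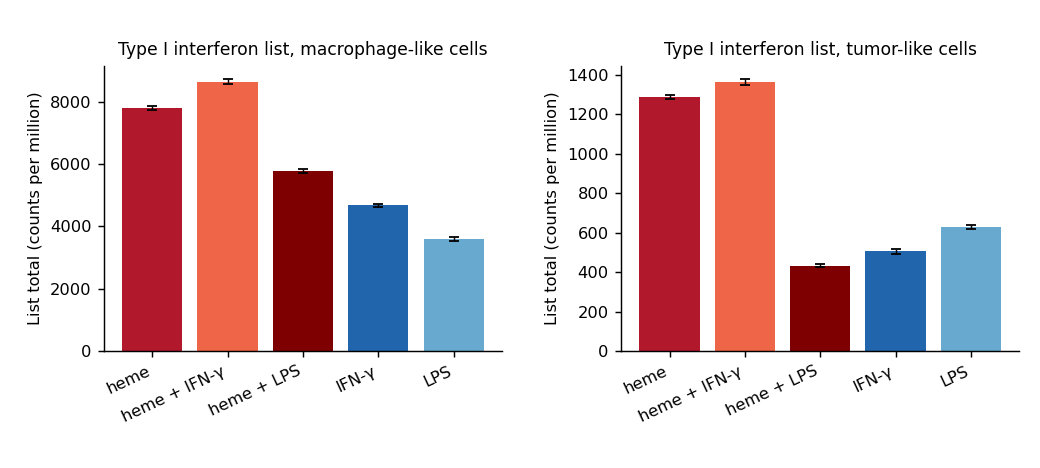
Summed CPM of the 22 type I interferon genes (y axis) in macrophages and, in a separate panel, tumor cells of the 5 samples, with exact Poisson 95% intervals. Tumor cells have 1287 and 1364 CPM with heme and heme + IFN-γ, against 431, 505 and 629 CPM with heme + LPS, IFN-γ and LPS.

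Among heme groups, tumor cells differed by whether LPS had been given to the macrophages. Beside heme + LPS macrophages Ifi44 was 10.7-fold below its 33.3 CPM beside heme (log2 −3.42, −3.76 to −3.11) and 11.3-fold below its 34.9 CPM beside heme + IFN-γ (3.49, 3.17 to 3.83, for heme + IFN-γ over heme + LPS). Type I interferon genes had 16 of 22 lower and none higher than with heme (median −1.53), and 19 of 22 higher with heme + IFN-γ than with heme + LPS (1.63). The IFN-γ response had 9 of 21 lower (−0.80) and 9 of 19 higher (0.97). Ifit3b, Gm4951, Phf11d and Oas1g were named in each of these comparisons, which hold 13 higher and 100 lower of 12037 genes and 97 higher and 10 lower of 11730 genes (296 and 15 in the latter when cells without a Ptprc UMI were used). Both comparisons use the same heme + LPS sample, so the genes named in each are not independent evidence. Heme + IFN-γ and heme differed in 15 higher and 20 lower of 12044 genes (46 and 18 without a Ptprc UMI), with no list member beyond 2-fold, and Ifi44 had 0.07 (−0.05 to 0.19). Lrfn5 (1.96) was higher, the channel gene Trpm5 (−2.02) lower, and Kcnt2 went from 2.10 to 0.78 without 1 cell (0.94 without the top cell of each sample). IFN-γ and LPS without heme differed in 17 higher and 14 lower of 11002 genes in tumor cells (29 and 19 without a Ptprc UMI), with Lingo2 (2.36, and 1.67 without 1 cell) higher and Frmpd4 (−1.71, with 69 of its 93 UMIs with IFN-γ in 1 cell, −3.67 without that cell and −3.36 without the top cell of each sample), Gsta2 and Tmprss9 lower, and type I interferon at −0.26 with none of 21 beyond 2-fold.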

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

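The tests of explanations given here were chosen only after the results had been seen, except those of an equal number of free UMIs and of genes with low counts. In tumor cells 3 gene lists moved in opposite directions with heme under IFN-γ (heme + IFN-γ against IFN-γ) and under LPS (heme + LPS against LPS), as medians relative to the median gene. MHC class I antigen presentation had 0.14 and −0.53, a difference of 0.67. The IFN-γ response had 0.68 and −0.38, a difference of 1.05. Type I interferon genes had 1.51 and −0.32, a difference of 1.83. In macrophages, Ms4a4c, which encodes a membrane protein of the MS4A family, moved in opposite directions as well, with log2 ratios of 1.22 and −1.62 and a difference of 2.85. None of these differences was tested, since each rests on 4 single samples.

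The unnamed cluster 5, which entered no comparison, held transcripts of genes of other blood cells above the limit that a count of 0 allows. The neutrophil granule protease genes Ctsg and Prtn3 were at 7.92 CPM (64 UMIs, 1 cell) and 12.5 CPM (101 UMIs, 7 cells). The chemokine receptor gene Ccr7, a marker of migrating dendritic cells, was at 5.20 CPM (42 UMIs, 5 cells). These levels were not compared between samples and no explanation was tested.

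Interferon genes were higher in tumor cells beside heme + IFN-γ macrophages (1364 CPM summed over 22 type I interferon genes) than beside IFN-γ macrophages (505 CPM). Macrophage RNA in tumor cells is argued against, since abundant macrophage genes (106 with at least 1000 CPM) bound its share at 0.746% by their 10th percentile, at which the macrophages would bring 64.5 CPM. A small number of responding cells is argued against as the whole cause by the medians per tumor cell (937 and 370 CPM, log2 1.34). The difference was uneven over cells, with lower quartiles of 419 and 265 CPM and upper quartiles of 2017 and 540 CPM. A different mix of tumor clusters is argued against by a log2 ratio of 0.82 in the cluster with the smallest difference and 1.63 in the largest. Tumor cells beside macrophages given heme alone had 1287 CPM, and those beside heme + LPS 431 CPM against 629 CPM beside LPS. Heme exposure of the macrophages and variation between spheroid cultures both stay open, and neither was tested with 1 sample per group.

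Transcripts typical of macrophages were also counted in tumor cells, at a median of 1.10% of their macrophage level over 13 genes that differed with heme and had been selected for a tumor level of at most 2% of the highest macrophage level and at least 200 UMIs in tumor cells. RNA from the macrophages of the same sample is argued against, since in the direction of the macrophages the tumor cells had a median log2 ratio of 0.0092 where macrophages had 3.38. A pool of RNA shared by the 5 samples, which were processed in 1 run, would give near-equal levels. The median of the highest over the lowest sample was 1.33 in tumor cells and 18.5 in macrophages. Expression by the tumor cells themselves would give near-equal levels too, so these values do not decide between them. An equal number of free UMIs in every droplet is argued against by a slope of 0.933 of these UMIs on depth over 2876 tumor cells binned by depth. That slope also bears on a shared pool, where the pool adds equally to every droplet. Low expression by the tumor cells themselves stays open, and no biological explanation was tested.

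The median gene was lower in heme macrophages, by a log2 ratio of −0.39 for heme + IFN-γ against IFN-γ. A small number of abundant genes is argued against as the whole cause, since without the 20 most abundant genes in the totals the median was −0.26 over 9004 genes, although the top 10 genes took 29.0% and 23.3% of UMIs and Fth1 alone 10.9% and 6.61%. Genes with low counts are argued against as the whole cause by a median of −0.24 among 1743 genes with at least 1000 UMIs. That is smaller in size than the −0.39 of all genes, so a part for low counts is not excluded. Heme macrophages held more UMIs per cell (a mean of 12467 against 8323 under IFN-γ), and counted as UMIs per cell the median gene was higher by 0.19. For heme + LPS against LPS the means were 19344 and 7909, and counted in this way the median gene was higher by 0.92. CPM divides out the UMIs per cell, so more RNA per cell alone cannot lower the median gene in CPM. For heme + LPS against heme the means were 19344 and 12023, and the median gene had a log2 ratio of 0.0015 in CPM. Whether the difference in UMIs per cell came from RNA content or from how the cells were captured was not tested.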

How the results depend on the processing

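The tests chosen only after results had been seen were the background subtraction, the omission of the cell with most UMIs of a gene in each sample or in 1 of them, the wider class thresholds and the medians relative to the median gene. All other alternatives had been chosen before and all of them were run. A count of genes was taken as kept within 1.5-fold of its main value, a share or the ratio of a gene within its 95% interval, and a list median within the central 95% of random lists. That last band was also widened after the data were seen, from 1 SD of the random lists, which left 207 of 2237 medians outside it in place of 439, and 30 of 394 relative medians in place of 45. With 1 sample per group no alternative could leave out a replicate. Where an alternative fixes its own effect this is stated, and for the other moves the cause was not tested.

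Comparisons are named in short as heme under IFN-γ (heme + IFN-γ against IFN-γ), heme under LPS (heme + LPS against LPS), IFN-γ on heme, LPS on heme, IFN-γ against LPS, and the stimuli on heme (heme + IFN-γ against heme + LPS). Of 2674 values of named genes, 2413 stayed within their interval and 260 moved, which for the scaling follows from the shared factor. Prtn3 changed its sign, to 0.27 without the top cell of each sample and 0.59 without the top cell beside LPS alone. Hmox1 kept its direction, with ratios of 1.36 to 1.94 in heme under IFN-γ and 2.02 to 2.45 in heme under LPS, Arg1 3.79 to 4.31 and 3.34 to 3.86, and C1qa −2.92 to −2.48 and −2.88 to −2.42. Spp1 fell as far as 1.88 and 2.21 by the Ptprc rule. Of 2631 list medians, 2394 stayed within the band, 230 moved and 7 changed sign from a side outside the random range. The NRF2 targets moved in size and kept their direction, with medians of 0.30 to 1.00 in heme under IFN-γ and 0.54 to 1.28 in heme under LPS, and type I interferon 0.74 to 1.19 and 0.66 to 1.08. In tumor cells the direction of type I interferon was kept as well, and its median moved between 1.10 and 1.66 in heme under IFN-γ and between −0.74 and −0.29 in heme under LPS.

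The 7 changes of sign were in macrophages. The minimum of 200 UMIs took MHC class II in heme under IFN-γ from 0.53 to −1.54 (relative 0.92 to −1.17) and hypoxia from 0.13 to −0.0072. Calling macrophages by Ptprc took hypoxia in LPS on heme from 0.26 to −0.019, proliferation from −0.22 to 0.011 and the stress response from 0.24 to −0.23, and took cholesterol in IFN-γ against LPS from 0.22 to −0.10. The count filter acts by construction through the genes it removes. The Ptprc rule counted 9.74% of tumor-like cells, 74.7% of cluster 5 and 92.1% of macrophage-like cells as macrophages. It thus mixes the classes by construction, and whether that is the whole cause was not tested. Other changes of sign below concern medians that lay inside the random range.

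The share of macrophages was lower in every sample with heme than in every sample without under all 6 alternatives, with 27.2% to 52.4% against 56.6% to 76.2%. The stricter cell filter gave macrophage shares of 48.2%, 52.4%, 39.3%, 76.2% and 67.4% and tumor cell shares of 47.99%, 46.0%, 58.9%, 21.1% and 28.2% in the order heme, heme + IFN-γ, heme + LPS, IFN-γ and LPS. Without a cell filter the macrophage share with IFN-γ was 60.7% and the tumor cell share with heme + LPS 66.5%. The Ptprc rule gave macrophage shares of 43.0%, 44.4% and 35.2% with heme, heme + IFN-γ and heme + LPS, and tumor cell shares of 64.8%, 33.4% and 37.6% with heme + LPS, IFN-γ and LPS. Shares at Leiden resolution 1, without Scrublet calls and with the wider thresholds stayed within their intervals.

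On the heme side of PC1 lay 84.7% to 99.2% of the macrophages of samples with heme and 3.03% to 16.8% of those without, over 5 alternatives. Equal cell numbers gave 85.8% with heme, 4000 variable genes 15.9% with LPS, and unit variance 84.7%, 5.23% and 16.8% with heme, IFN-γ and LPS. With 200 UMIs per gene the correlation of the heme ratios under the stimuli was 0.816 in macrophages and 0.342 in tumor cells. The IFN-γ against LPS ratios with heme on those without then had r = 0.335 and a slope of 0.348. Removing genes with few counts removes counting noise by construction, and whether that is the whole cause was not tested.

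Counts of genes depend on the minimum by construction, since it sets how many genes are measured. With 200 UMIs the numbers higher and lower in macrophages were heme under IFN-γ 270 and 484, heme under LPS 251 and 439, IFN-γ on heme 20 and 5, LPS on heme 82 and 98, IFN-γ against LPS 58 and 57 and the stimuli on heme 78 and 52. In tumor cells they were heme under IFN-γ 48 and 5, heme under LPS 8 and 31, IFN-γ on heme 0 and 0, LPS on heme 3 and 59, IFN-γ against LPS 0 and 4 and the stimuli on heme 60 and 1. Without a minimum the macrophage numbers were heme under IFN-γ 2018 and 2640, heme under LPS 1949 and 2661, IFN-γ on heme 1468 and 1128, LPS on heme 2070 and 1390, IFN-γ against LPS 1316 and 1705 and the stimuli on heme 1367 and 1679. Tumor cells then had heme under IFN-γ 652 and 1858, heme under LPS 648 and 2005, IFN-γ on heme 1797 and 1159, LPS on heme 1763 and 1229, IFN-γ against LPS 1478 and 1246 and the stimuli on heme 1536 and 1136. Ratios from few counts exceed 2-fold by chance, so the numbers without a minimum are given for completeness. TMM scaling gave, in macrophages, heme under IFN-γ 757 and 325 and heme under LPS 748 and 342. DESeq2 factors gave heme under IFN-γ 775 and 313 and heme under LPS 764 and 326. Calling by Ptprc gave, in macrophages, heme under IFN-γ 287 and 369, heme under LPS 318 and 342, LPS on heme 129 and 120 and the stimuli on heme 124 and 83. Tumor cells without a Ptprc UMI had heme under IFN-γ 84 and 97, heme under LPS 40 and 360, IFN-γ on heme 46 and 18, IFN-γ against LPS 29 and 19 and the stimuli on heme 296 and 15. Means of per-cell CPM gave, in tumor cells, heme under IFN-γ 98 and 61, IFN-γ on heme 26 and 26, LPS on heme 32 and 104, IFN-γ against LPS 36 and 23 and the stimuli on heme 118 and 17. The stricter cell filter gave, in tumor cells, LPS on heme 22 and 84 and IFN-γ against LPS 28 and 13. For these the cause was not tested, except that scaling moves every gene by the same factor and the Ptprc rule mixes cells of the classes.

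Scaling moved list medians in macrophages with and without heme by that factor, 0.37 and 0.39 (TMM and DESeq2) under IFN-γ and 0.36 and 0.38 under LPS, and cannot move relative medians. Values below are in that order. For heme under IFN-γ, NRF2 targets went from 0.61 to 0.98 and 1.00, heme and iron from 0.31 to 0.68 and 0.70, MHC class II from 0.53 to 0.92 (DESeq2 alone) and MHC class I from 0.060 to 0.43 and 0.45. IFN-γ response went from 0.20 to 0.57 and 0.59, type I interferon from 0.80 to 1.17 and 1.19, LPS and NF-κB from 0.30 to 0.67 and 0.68 and TAM markers from 0.41 to 0.78 and 0.80. Matrix went from 0.72 to 1.09 and 1.11, glycolysis from 0.12 to 0.49 and 0.51, hypoxia from 0.13 to 0.50 and 0.52 and lipids from 0.28 to 0.65 and 0.66. Lysosome went from 0.23 to 0.60 and 0.62, proliferation from −0.44 to −0.070 and −0.056, EMT from −0.49 to −0.12 and −0.11 and stress response from −0.54 to −0.17 and −0.15. Heat shock went from −0.52 to −0.15 and −0.14. For heme under LPS, NRF2 targets went from 0.90 to 1.26 and 1.28, heme and iron from 0.32 to 0.68 and 0.70, MHC class I from −0.30 to 0.063 and 0.082 and IFN-γ response from 0.33 to 0.69 and 0.71. Type I interferon went from 0.70 to 1.06 and 1.08, LPS and NF-κB from −0.067 to 0.29 and 0.31, TAM markers from 0.39 to 0.76 and 0.77 and matrix from 0.92 to 1.28 and 1.30. Glycolysis went from 0.82 to 1.18 and 1.198, lipids from 0.38 to 0.74 and 0.76, lysosome from 0.045 to 0.41 and 0.42 and proliferation from −0.42 to −0.056 and −0.037. EMT went from −0.28 to 0.086 and 0.10, stress response from −0.41 to −0.047 and −0.029, p53 from −0.95 to −0.57 (DESeq2 alone) and heat shock from −0.98 to −0.62 and −0.60.

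By the Ptprc rule, which mixes the classes as stated above, macrophages had these medians. Whether that mixing is the whole cause was not tested. For heme under IFN-γ, NRF2 targets went from 0.61 to 0.30 (relative 1.01 to 0.39), relative heme and iron from 0.70 to 0.25, relative MHC class II from 0.92 to 0.41, relative MHC class I from 0.45 to 0.10 and relative IFN-γ response from 0.59 to 0.16. Relative type I interferon went from 1.19 to 0.84, LPS and NF-κB from 0.30 to 0.050 (relative 0.69 to 0.14), relative TAM markers from 0.80 to 0.29, matrix from 0.72 to 0.42 (relative 1.11 to 0.51) and relative complement from 0.14 to −0.37. Relative glycolysis went from 0.51 to 0.20, relative lipids from 0.67 to 0.32, cholesterol from −0.46 to 0.17, relative lysosome from 0.62 to 0.16 and proliferation from −0.44 to 0.51 (relative −0.050 to 0.60). EMT went from −0.49 to 0.16 (relative −0.10 to 0.25), stress response from −0.54 to −0.11, p53 from −0.90 to −0.30 and the study’s genes from 2.86 to 1.88 (relative 3.25 to 1.97). For heme under LPS, NRF2 targets went from 0.90 to 0.54 (relative 1.27 to 0.68), IFN-γ response from 0.33 to 0.028 (relative 0.70 to 0.17), relative type I interferon from 1.07 to 0.80, relative LPS and NF-κB from 0.31 to −0.0079 and relative matrix from 1.29 to 0.81. Relative glycolysis went from 1.19 to 0.69, relative hypoxia from 1.02 to 0.44, relative lysosome from 0.42 to 0.066, proliferation from −0.42 to 0.098 and the study’s genes from 2.95 to 2.21 (relative 3.32 to 2.36). For IFN-γ on heme, NRF2 targets went from −0.13 to −0.024, type I interferon from 0.12 to 0.24, TAM markers from −0.042 to 0.059 and hypoxia from −0.00042 to −0.15. Lysosome went from −0.035 to 0.043, proliferation from −0.26 to −0.036 and stress response from −0.075 to −0.19. For LPS on heme, NRF2 targets went from 0.67 to 0.48. For IFN-γ against LPS, NRF2 targets went from −0.43 to −0.26, type I interferon from 0.56 to 0.76, LPS and NF-κB from 0.18 to 0.31, TAM markers from −0.099 to 0.075 and matrix from 0.012 to 0.32. Glycolysis went from 0.34 to 0.16, lipids from −0.50 to −0.26, proliferation from −0.076 to −0.39, EMT from 0.029 to −0.22 and the study’s genes from 0.17 to 0.51. For the stimuli on heme, NRF2 targets went from −0.92 to −0.46, matrix from −0.39 to −0.13, cholesterol from −0.64 to −0.29 and heat shock from 0.40 to 0.078. The values in tumor cells follow. In heme under IFN-γ, MHC class II went from −0.099 to −0.90, IFN-γ response from 0.67 to 0.25, type I interferon from 1.51 to 1.10, LPS and NF-κB from −0.17 to −0.25 and TAM markers from 0.037 to −0.15. Complement went from −0.075 to −0.58, cholesterol from 0.30 to 0.17, heat shock from −0.063 to −0.24 and the study’s genes from −0.060 to 0.18. In heme under LPS, MHC class II went from −0.20 to −0.73, IFN-γ response from −0.38 to −0.92, type I interferon from −0.32 to −0.74, LPS and NF-κB from −0.15 to −0.71 and TAM markers from −0.26 to −0.44. Complement went from −0.053 to −1.58, lipids from 0.056 to −0.41, heat shock from 0.041 to −0.12 and the study’s genes from −0.11 to −0.41. In IFN-γ on heme, MHC class II went from 0.28 to 0.73, MHC class I from 0.082 to 0.14, IFN-γ response from 0.13 to 0.20 and type I interferon from 0.12 to 0.24. LPS and NF-κB went from 0.011 to 0.26, TAM markers from 0.069 to 0.16, matrix from 0.029 to 0.20 and complement from −0.082 to 0.16. Lipids went from 0.063 to 0.13, lysosome from 0.066 to 0.12, stress response from −0.024 to 0.015 and the study’s genes from −0.023 to 0.19. In LPS on heme, IFN-γ response went from −0.80 to −1.02, LPS and NF-κB from −0.098 to −0.35, TAM markers from −0.022 to −0.53 and matrix from −0.095 to −0.23. Complement went from 0.0074 to −0.44, lipids from 0.036 to −0.077 and the study’s genes from −0.17 to −0.46. In IFN-γ against LPS, heme and iron went from 0.011 to −0.071, MHC class II from 0.18 to 0.55 and type I interferon from −0.26 to −0.16. LPS and NF-κB went from 0.13 to 0.20, TAM markers from −0.12 to −0.24 and the study’s genes from 0.12 to −0.037. In the stimuli on heme, MHC class II went from 0.35 to 1.13, MHC class I from 0.49 to 0.60, IFN-γ response from 0.97 to 1.30 and LPS and NF-κB from 0.078 to 0.54. TAM markers went from 0.10 to 0.37, matrix from 0.088 to 0.35, complement from −0.065 to 0.55 and lipids from 0.070 to 0.21. Lysosome went from 0.19 to 0.27, proliferation from −0.084 to −0.13 and the study’s genes from 0.14 to 1.05.

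The minimum of 200 UMIs left no value for metallothionein in heme under LPS, IFN-γ on heme, LPS on heme and the stimuli on heme, nor for cholesterol in these except IFN-γ on heme. In macrophages 4 comparisons moved besides the changes of sign. For heme under LPS, TAM markers went from 0.39 to 1.06 (relative 0.77 to 1.38). For IFN-γ on heme, MHC class II went from 0.73 to 0.38 and IFN-γ response from 0.34 to 0.15. For IFN-γ against LPS, MHC class II went from 0.20 to 2.12, matrix from 0.012 to 0.41 and the study’s genes from 0.17 to 0.63. For the stimuli on heme, stress response went from −0.17 to −0.37 and the study’s genes from 0.11 to −0.24. In tumor cells 4 moved as well. In heme under IFN-γ, IFN-γ response went from 0.67 to 0.88 and type I interferon from 1.51 to 1.62. In heme under LPS, EMT went from −0.21 to −0.12. In LPS on heme, LPS and NF-κB went from −0.098 to −0.16. In IFN-γ against LPS, the study’s genes went from 0.12 to −0.078. Without a minimum, further medians changed. For heme under LPS, IFN-γ response went from 0.33 to 0.025 (relative 0.70 to 0.37). For IFN-γ on heme, MHC class II went from 0.73 to 0.58. For LPS on heme, MHC class II went from 0.020 to −0.43. For the stimuli on heme, TAM markers went from −0.19 to 0.14. Tumor cells moved too. In heme under LPS, IFN-γ response went from −0.38 to −0.59. In IFN-γ against LPS, matrix went from −0.020 to 0.085 and complement from −0.054 to 0.17. In the stimuli on heme, IFN-γ response went from 0.97 to 0.87. Both follow from which members are measured.

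For the remaining alternatives the cause was not tested. With background RNA subtracted, 2 comparisons moved. For heme under IFN-γ, the study’s genes went from 2.86 to 3.37 (relative 3.25 to 3.76). For heme under LPS, the study’s genes went from 2.95 to 3.44 (relative 3.32 to 3.81). Means of per-cell CPM moved others. For IFN-γ on heme, IFN-γ response went from 0.34 to 0.25 and proliferation from −0.26 to −0.11. For IFN-γ against LPS, matrix went from 0.012 to −0.17. The others were in tumor cells. In heme under IFN-γ, IFN-γ response went from 0.67 to 0.83 and type I interferon from 1.51 to 1.66. In heme under LPS, IFN-γ response went from −0.38 to −0.54. In the stimuli on heme, IFN-γ response went from 0.97 to 1.10. The stricter cell filter moved medians in tumor cells alone. For heme under IFN-γ, heat shock went from −0.063 to −0.16. For heme under LPS, type I interferon went from −0.32 to −0.53, cholesterol from 0.58 to 0.75 and stress response from 0.14 to 0.23. For IFN-γ on heme, LPS and NF-κB went from 0.011 to 0.056, stress response from −0.024 to −0.080, heat shock from −0.13 to −0.20 and metallothionein from 0.064 to −0.033. For LPS on heme, matrix went from −0.095 to −0.0037, cholesterol from 0.44 to 0.54 and proliferation from 0.093 to 0.13. For IFN-γ against LPS, type I interferon went from −0.26 to −0.15, LPS and NF-κB from 0.13 to 0.20, cholesterol from 0.090 to 0.23, EMT from 0.015 to 0.12 and heat shock from 0.095 to 0.31. For the stimuli on heme, type I interferon went from 1.63 to 1.80 and stress response from 0.11 to 0.030. Leaving out Scrublet calls moved no list median and no count of genes.

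Shares of macrophages with a UMI rise with depth by construction. Values are in the order heme, heme + IFN-γ, heme + LPS, IFN-γ and LPS. Arg1 was seen in 51.2%, 54.3%, 39.1%, 6.69% and 4.07% at 2500 UMIs and in 72.2%, 74.2%, 67.6%, 13.3% and 7.37% without thinning. Mmp8 was seen in 27.04%, 40.1%, 60.5%, 3.06% and 4.89% at 2500 UMIs and in 57.8%, 67.04%, 88.9%, 7.84% and 9.62% without thinning. Mmp12 was seen in 22.6%, 29.7%, 41.9%, 1.67% and 1.30% at 2500 UMIs and in 44.5%, 55.8%, 69.6%, 4.26% and 3.53% without thinning. Marco was seen in 63.4%, 55.9%, 55.3%, 17.5% and 17.1% at 2500 UMIs and in 75.7%, 70.4%, 76.3%, 34.8% and 33.0% without thinning. Hmox1 was seen in 97.4%, 96.4%, 99.6%, 85.5% and 85.2% at 2500 UMIs and in 99.5%, 99.6%, 100%, 96.7% and 96.96% without thinning. Gstm1 was seen in 27.4%, 30.0%, 61.3%, 6.96% and 14.3% at 2500 UMIs and in 68.0%, 64.8%, 95.3%, 17.6% and 33.3% without thinning. Spp1 was seen in 53.7%, 58.8%, 75.1%, 18.7% and 21.5% at 2500 UMIs and in 84.5%, 83.6%, 96.05%, 40.4% and 47.4% without thinning. Cd74 was seen in 6.63%, 30.6%, 6.72%, 85.1% and 12.4% at 2500 UMIs and in 19.2%, 52.5%, 25.7%, 93.9% and 21.3% without thinning. H2-Ab1 was seen in 4.25%, 11.04%, 5.14%, 57.4% and 7.17% at 2500 UMIs and in 12.3%, 35.0%, 32.0%, 83.2% and 16.7% without thinning. H2-Aa was seen in 1.53%, 6.53%, 0.791%, 35.2% and 1.95% at 2500 UMIs and in 4.72%, 14.1%, 4.35%, 61.1% and 5.45% without thinning. C1qa was seen in 26.7%, 19.8%, 16.996%, 73.1% and 64.0% at 2500 UMIs and in 48.9%, 41.7%, 43.5%, 87.8% and 81.1% without thinning. Cxcl9 was seen in 0.170%, 2.70%, 0%, 3.90% and 2.61% at 2500 UMIs and in 0.675%, 9.64%, 0%, 9.22% and 5.77% without thinning. Cxcl10 was seen in 6.46%, 8.56%, 10.7%, 11.1% and 8.79% at 2500 UMIs and in 19.9%, 24.4%, 31.2%, 19.4% and 18.3% without thinning. Without thinning, deeper cells of the heme groups are compared with shallower cells, which favors detection with heme.

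On simulated counts a 4-fold difference was counted in all genes, and 0.0624% to 0.115% of unchanged genes were counted. A difference of exactly 2-fold was counted in 44.4% to 63% of genes. It lies at the cutoff, so that share does not measure what depth allows. Depth limits what these comparisons can show at low levels. In macrophages of IFN-γ a count of 0 allows a level up to 0.496 CPM. Intervals cover counting error, and the spread between replicate spheroids is not known.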

Other observations

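No test of an explanation was run for the values given here, and the genes were chosen after their values had been seen. Some abundant macrophage genes, picked singly, were higher with heme than without under the same stimulus, while the lysosome list had 2 of 21 members higher under IFN-γ and 1 under LPS. Fth1, the ferritin heavy chain, took the most UMIs of any gene in macrophages of all 5 samples, at 11.5%, 10.9%, 12.1%, 6.61% and 8.44% in the order heme, heme + IFN-γ, heme + LPS, IFN-γ and LPS. The light chain gene Ftl1 was at 16820, 15330, 23810, 7169 and 16050 CPM, so that LPS without heme lay near heme alone. Ctsl, which encodes the lysosomal protease cathepsin L, was at 5649, 4994, 4956, 1079 and 1235 CPM. Gpnmb, a glycoprotein gene of lysosome-rich macrophages, was at 1039, 1111, 1987, 205 and 954 CPM. The lysozyme gene Lyz2 was at 18210, 18980, 19640, 5086 and 6390 CPM.

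Further genes differed with heme or with the stimulus. Saa3, an acute-phase protein gene, was lower in the samples with LPS than in the other 3, at 54830, 66400, 24590, 52580 and 18130 CPM in the same order. The platelet factor gene Pf4 was at 6895, 5913, 11055, 824 and 1387 CPM, and the chemokine gene Ccl9 at 1758, 1400, 1804, 406 and 413 CPM. Slpi, a protease inhibitor gene, was at 606, 930, 1391, 89.2 and 83.3 CPM, with log2 ratios for heme of 3.38 (3.25 to 3.51) under IFN-γ and 4.06 (3.92 to 4.21) under LPS. The interleukin receptor gene Il7r was at 86.3, 134, 189, 8.26 and 37.3 CPM, and tumor cells had at most 0.656 CPM. The neuropeptide gene Npy was at 561, 524, 444, 78.0 and 80.9 CPM. TMM scaling raises each heme ratio given here by 0.37 and 0.36.

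Summed over type I interferon genes, macrophages had 7787, 8647, 5783, 4672 and 3593 CPM. Tumor cells fell into cluster 0, with histone genes such as H1f5 among its markers (494, 315, 312, 153 and 164 cells), cluster 3, with Ccser1 and Ankrd1 (381, 247, 246, 141 and 134 cells), and cluster 4, with the mitotic genes Cenpf, Ube2c and Aurka (79, 55, 64, 34 and 57 cells). Cluster 5 held 60, 23, 14, 68 and 68 cells, 74.7% of them with a UMI of Ptprc, at a median of 35030 UMIs per cell.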
